A study of Mus musculus with 116 samples.

How the data were processed

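The series holds 116 samples of v-Abl-transformed mouse pro-B cells, immature B-lineage cells immortalised with the v-Abl oncogene. Per the labels, the repair libraries came from cells carrying an Emu-Bcl2 transgene, and most were held in G1 with the kinase inhibitor STI-571 at 3 µM for 96 h. Ku70 is one subunit of the Ku heterodimer that binds broken DNA ends, and ligase IV (Lig4) seals ends in classical non-homologous end joining. A DNA double-strand break was made in 1 of 3 ways. In 54 libraries Cas9 with a guide RNA against c-Myc was nucleofected. In 18 libraries a zinc-finger nuclease (ZFN) against the Eb locus was induced with doxycycline at 2 µg/ml. In 42 libraries no nuclease was added, and joining was read from the coding end of the Jk1 segment of the Igk locus, a break that the RAG recombinase makes in arrested cells of this kind. The 2 GRO-seq samples were not analysed here.

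Libraries followed the published protocol that the labels cite, known as linear amplification-mediated high-throughput genome-wide translocation sequencing (LAM-HTGTS), in which a primer beside the break (the bait) is extended into whatever sequence (the prey) the broken end has joined, and its enzyme blocking step, which limits reads of unrearranged bait, was omitted per the labels. The authors normalised each set of libraries to a stated number of raw reads: 396387, 310675, 201858, 273198 or 600000 for the Cas9 and ZFN sets and 167151, 377068 or 600000 for the RAG sets. They deposited lists of junctions with 1 row per read, made with a pipeline named JoinT-seq for the Cas9 and ZFN libraries and LAM-HTGTS for the RAG libraries. For 9 Cas9 libraries of lineage A they also deposited lists from the LAM-HTGTS and HTGTS-Rep-Rejoin pipelines. The labels and the file headers name no aligner, pipeline version or genome build. Each of the 132 lists gives the prey chromosome, position and orientation, the end of the bait, and the read positions where bait and prey alignments end and begin. The RAG lists hold only junctions on chromosome 6 in the Igk V region. Rows of these deposited lists were tallied per library, and no count model across features was fitted. Expression of Ku70 and Lig4 was not analysed here, so the genotypes rest on the labels.

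Groups, clones and replicate numbers came from the sample titles and characteristics. Each of the 38 groups had 3 replicates. Clones whose labels begin with the same letter (A and A1, for example) were treated as a lineage; how the clones were derived is not stated in the labels. Replicates were compared before averaging. Of the 114 pairs of replicates, 30 did not differ in a chi-square test of joint structure and orientation, and 15 groups held both kinds of pair. No pair shared a read name. Distinct fragments shared by a pair were counted over all junctions in RAG pairs but only over interchromosomal ones in Cas9 and ZFN pairs. They reached 27.9% among pairs that did not differ and 28.2% among pairs that did, both in WT clone B RAG libraries. Both medians were 0%. Sharing of Cas9 and ZFN fragments on the chromosome of the break was not compared. All replicates were therefore kept as separate libraries, although the small Lig4-/- libraries give the chi-square test little power.

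Junction abundance was the log2 of the number of junctions plus 0.5, per 100000 raw reads. Microhomology was the overlap of bait and prey alignments on the read, and the microhomology share was the percent of junctions with an overlap of at least 2 bp. Junctions with unaligned bases between bait and prey were counted as insertions. The interchromosomal share was the percent of junctions on another chromosome than the break. Resection was the log10 of 1 plus the median distance in bp from the break to the prey of junctions within 100 kb on the same chromosome, which measures how far the prey end lay from the break and is 0 for an end joined at the break itself. Break positions were the most frequent bait end of 1 reference group per locus (WT clone A for Cas9 and RAG, Lig4-/- +Lig4 for the ZFN). The prey start was set to the next base (the same position for Jk1) and was not read from the prey. It held 92.0% of that group's forward-strand prey on the chromosome of the break for Cas9 and 24.7% for the ZFN. A median of 0 in WT clone A is in part by construction, because that group set the break position. Rows were counted as deposited in the main setting; reads without molecular identifiers are not independent molecules, and identical junctions can be recurrent joins or PCR copies. Intervals and floors therefore cover counting error only. Junctions per library ran from 3 to 305846 (2482573 rows over all lists), so the smallest share that 3 junctions can show ran from 9.81e-04% to 100%.

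Groups were compared with two-sided exact permutation tests of the difference in means. Where 2 lineages carried a comparison, labels were permuted within each lineage and the effects were averaged, which gives 400 relabellings and a smallest p of 0.005. Within a lineage each group came from 1 clone, so these p-values cover the spread between libraries of a clone. They do not cover the spread between clones of a genotype. With 1 lineage of 3 against 3 libraries the smallest p is 0.1, so such comparisons cannot reach 0.05. Tests of a difference between 2 effects used the same relabelling. They take both effects as absent and do not test whether the 2 are equal. The replicate numbers in the labels gave a pairing of libraries, and a fit with the replicate number as a block was made as an exact sign-flip test, with a smallest p of 0.0312 for 6 pairs and 0.25 for 3 pairs. The effect of the block fit equals the unpaired effect. The pairing was checked by the correlation of same-numbered libraries' deviations from their group means. Its median for junction abundance over 18 comparisons was 0.27 (range -0.96 to 0.98), above 0.1 in 10 and below -0.1 in 5. Benjamini-Hochberg adjustment covered the family of 56 tests, of which 51 were planned and 5 were added. Sequencing runs were read from the read names (28 runs) and treated as technical batches, and differences between same-numbered libraries of a run were computed where the groups shared one. Several Cas9 sets of lineage A repeat a genotype, clone and cell cycle status, and libraries of all such sets were also compared within runs, a step added after the data were seen. Such a value is the mean over runs of the difference between run means, with the range over all pairs of libraries on a run.

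For the RAG libraries each junction was assigned to a Vk gene segment within 100 bp, with segment names and neighbours from RefSeq for assembly GRCm38.p6. Coordinates of that assembly were not used in the text, because the build of the junction lists is not named in the labels. Of 1374899 junctions, 99.9% lay within 100 bp of 1 of 162 Igkv segments, against 3.61% when the junctions were shifted by 100000 bp. Each segment's usual orientation was the majority orientation in the WT libraries, for 123 segments with at least 20 WT junctions. Usage was log2 of a segment's percent of junctions plus 0.01, for segments with at least 20 junctions in total, tested with limma 3.58.1 in R 4.3.3 with lineage as a covariate. On simulated libraries with 30 changed segments, recovery was counted only over those whose share changed by more than 1 on the log2 scale. It was 94.6%, with 4.58% false calls, when the summed share of the changed segments was held constant. When that sum was not held constant, recovery was 94.2% with 36.4% false calls. Shares sum to 100%, so a call is a change in share and not in the number of joins. With no change simulated, the mean number of calls was 0. The simulated libraries had 1 usage profile for both lineages and no difference between clones, so these rates need not hold for the real libraries. Named segments were the 3 rising and 3 falling with the largest log2 change among those past an adjusted p of 0.05 and changed the same way in both lineages. Named prey regions were the 3 bins of 1 Mb with the most interchromosomal junctions for each nuclease.

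Groupings, tests, naming rules and most alternatives were set before the data were examined. Alternatives set then were a pseudocount of 5 junctions, counting each distinct junction once, the replicate block, leaving out each replicate, keeping only junctions within 100 kb of the break, a 1 bp microhomology minimum, junctions without insertions, a 10 kb window, the percent of local junctions over 100 bp from the break, junctions over 1 Mb away counted with interchromosomal ones, the second Lig4-/- set of clone A1, and other Vk filters. Chosen after the data were seen were the insertion, deletional and opposite-orientation shares, leaving out interchromosomal junctions with at least 8 bp of microhomology, keeping only junctions on the chromosome of the break, the lists from the authors' other pipelines for the 9 libraries that had them, and the microhomology tests of ZFN clone D2, which lie outside the family of 56. Interchromosomal values were planned for RAG libraries too, but those lists hold only chromosome 6. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.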

Results

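Junctions formed at defined DNA breaks were sequenced in 114 libraries of mouse pro-B cells in 38 groups of 3 replicates. The groups differed in genotype (WT, Ku70-/-, Lig4-/-, Lig4-/-Ku70-/-), in whether Ku70 or Lig4 was added back, in the clone, and in the break. Cells were G1-arrested except for 2 groups of cycling cells. Breaks lay at c-Myc (chromosome 15, bait end at 61987303, prey start set to 61987304), at Eb (chromosome 6, 41554976 and 41554977) and at the Jk1 coding end (chromosome 6, bait end at 70722562), in the coordinates of the deposited lists. Exon and intron annotation of these sites was not used here. Depth differed strongly between genotypes. G1-arrested WT Cas9 libraries held 15888 to 44977 junctions in clone A (2 sets) and 28028 to 55809 in clone B, whereas G1-arrested Lig4-/- Cas9 libraries held 74 to 411 in clone A1 (3 sets), 128 to 155 in clone B1 and 138 to 385 in clone C. In RAG libraries the range was 291174 to 305846 in WT clone B and 3 to 46 in Lig4-/- clone C. Values are mean ± SD with n = 3 libraries throughout, and all tests of single measures are two-sided.

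The first question was how many junctions form at a Cas9 break in G1 without Ku70 or Lig4. WT libraries had 9209 ± 1926 (clone A) and 6304 ± 2599 (clone B) junctions per 100000 raw reads, and Ku70-/- libraries 5239 ± 1816 (A1) and 6976 ± 2321 (B1). The Ku70-/- difference averaged -0.35 on the log2 scale (exact permutation p = 0.315, adjusted 0.353, replicate-block p = 0.438, pairing correlation 0.03). It was -0.86 in lineage A and 0.16 in lineage B. The groups did not overlap in lineage A and overlapped in lineage B, and the mean difference was within the replicate spread. Counting each distinct junction once turned it to 1.51 (exact permutation p = 0.005), which moved this mean most among the alternatives run on both lineages. In the LAM-HTGTS lists of the same libraries the lineage A difference was 2.52. Distinct junctions made up 5.02% ± 0.739 and 7.45% ± 0.711 of WT rows and 21.7% ± 9.99 and 24.0% ± 2.01 of Ku70-/- rows. Lig4-/- libraries had 33.4 ± 3.01 (A1) and 23.5 ± 2.25 (B1) junctions per 100000 reads, lower than WT by a log2 change of -8.04 (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation -0.84) and in all 6 libraries below the WT libraries of their lineage. Ku70-/- exceeded Lig4-/- by 7.69 (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.19), again in all 6 libraries. Within a sequencing run the lineage B differences were 0.16 (range -0.19 to 0.77) for Ku70-/- against WT, -7.99 (range -8.76 to -7.49) for Lig4-/- against WT and 8.15 (range 7.53 to 8.66) for Ku70-/- against Lig4-/-. In lineage A the Lig4-/- difference was -8.09 (range -8.50 to -7.69) within runs, and -8.08 (range -8.50 to -7.69) within the 5 runs that hold both genotypes when all sets were counted. The lineage A Ku70-/- libraries shared no run with the WT and Lig4-/- sets they were tested against. With other sets of these clones, 1 Ku70-/- library shared a run with a WT library and differed by -0.60, and 2 shared runs with Lig4-/- libraries and differed by 6.89 (range 6.29 to 7.50).

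**Figure D1:**
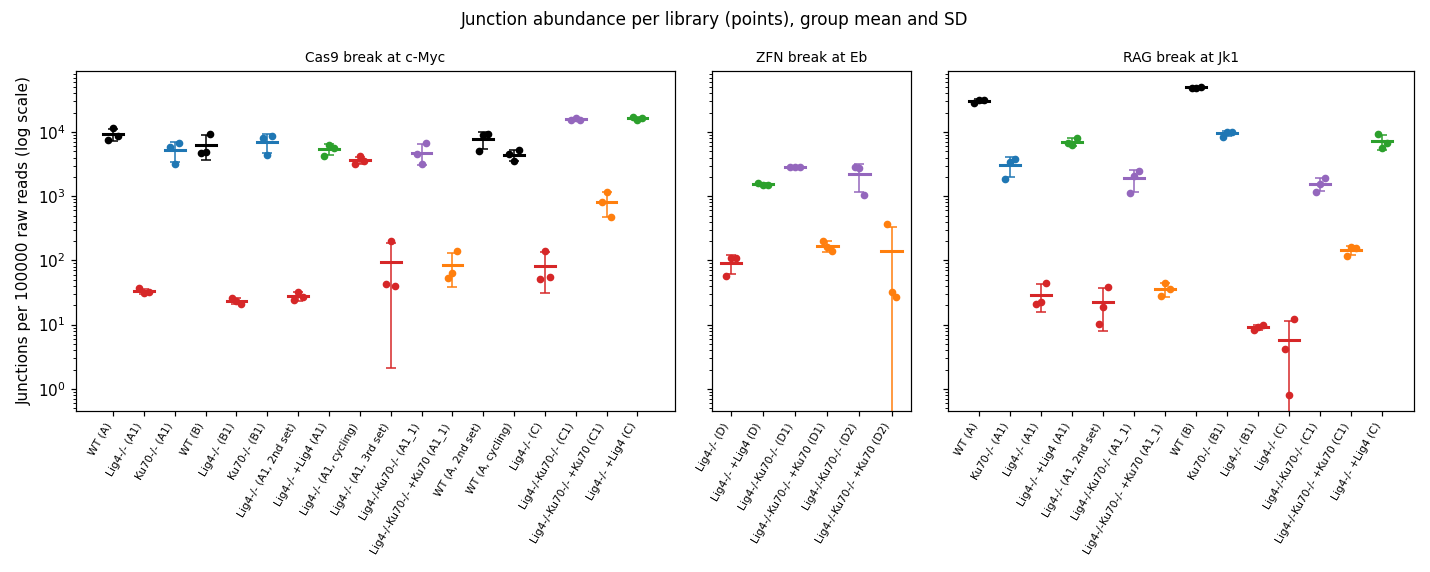
Junctions per 100000 raw reads (log axis) for each library (points) by genotype and clone, with the group mean (line) and SD (bar, truncated by the axis where the mean minus SD is near or below 0), in panels for Cas9, ZFN and RAG breaks. G1-arrested Lig4-/- groups average 23.5 to 95.6 for Cas9, below the 5239 and 6976 of Ku70-/- groups.

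Whether removing Ku70 changes joining in Lig4-/- cells, and whether adding back either protein reverses the change, was asked in lineages A and C. Lig4-/- libraries of these sets had 95.6 ± 93.5 (A1) and 82.1 ± 51.0 (C) junctions per 100000 reads. The A1 spread came from replicate 2, whose 411 junctions had a microhomology share of 23.8%, against 57.0% and 70.7% in replicates 1 and 3. In clone C replicate 2 held 385 junctions, against 138 and 150. The A1 library enters each lineage A comparison with Lig4-/- of this set. Lig4-/-Ku70-/- libraries had 4776 ± 1755 (A1_1) and 15759.5 ± 556 (C1), a log2 gain of 6.88 (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation -0.68). Adding Ku70 back lowered the values to 84.5 ± 46.4 and 816 ± 338, a log2 change of -5.12 (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.64). Adding Lig4 back to Lig4-/- cells gave 5399 ± 1008 (A1) and 16245 ± 1051 (C), a gain of 7.01 (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.39). In each of these 3 comparisons the groups did not overlap in either lineage. Within runs the Lig4-/-Ku70-/- gain was 6.01 (range 3.96 to 7.35) in lineage A, and the +Ku70 change was -5.88 (range -6.41 to -5.59) in lineage A and -4.36 (range -4.99 to -3.82) in lineage C. The +Lig4 libraries of lineage A shared runs with the Lig4-/- clone A1 set that was compared with WT, and the gain within those runs was 7.35 (range 6.86 to 7.63). In lineage C neither Lig4-/-Ku70-/- nor +Lig4 libraries shared a run with Lig4-/- libraries, so run and genotype cannot be told apart there.

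Cycling and G1-arrested cells were compared in clones A and A1. Cycling WT libraries had 4423 ± 870.1 junctions per 100000 reads against 7768 ± 2309 in arrested WT, a log2 difference of -0.78 (exact permutation p = 0.2, adjusted 0.229, replicate-block p = 0.25, pairing correlation -0.07) that lay within the overlap of the groups and turned to 0.89 over distinct junctions. Cycling Lig4-/- libraries had 3638 ± 507 against 27.8 ± 4.20 in arrested Lig4-/- cells, a log2 gain of 7.03 (exact permutation p = 0.1, adjusted 0.117, replicate-block p = 0.25, pairing correlation 0.98), with all 3 cycling libraries above all 3 arrested ones and p at the smallest value that 3 against 3 allows. The difference between the 2 cycling effects was 7.81 (exact permutation p = 0.01, adjusted 0.0187, replicate-block p = 0.0312, where the pairing correlations of its 2 parts were 0.98 and -0.07). Over distinct junctions it was 4.25 (exact permutation p = 0.1). The relabelling takes both effects as absent, so these p-values do not test whether the 2 effects are equal. The cycling and arrested sets that were tested shared no sequencing run. With another arrested set of clone A1, 1 cycling Lig4-/- library shared a run with 2 arrested ones, of which 1 was the library with 411 junctions, and lay above them by 5.22 (range 4.10 to 6.35) on the log2 scale. No arrested WT library shared a run with cycling WT libraries, so run and cell cycle status cannot be told apart for WT. Lig4-/- and WT libraries of a run differed by -0.30 (range -0.59 to -0.01) over 2 runs of cycling cells and by -8.08 (range -8.50 to -7.69) over 5 runs of arrested cells. The difference between these values, in which a shift common to all libraries of a run cancels, was 7.78.

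At the ZFN break in lineage D the same question was asked with a second kind of nuclease, and with 1 lineage no exact permutation p can go below 0.1 (adjusted 0.117), the value reached by each of the 5 abundance comparisons. Lig4-/- libraries had 92.4 ± 31.1 junctions per 100000 reads. Values in Lig4-/-Ku70-/- clones were 2854 ± 36.5 (D1) and 2199.9 ± 1018 (D2), log2 gains of 5.01 and 4.50. Adding Ku70 back changed them by -4.10 to 169 ± 30.9 in D1 and by -4.86 to 142 ± 195 in D2, and adding Lig4 to Lig4-/- cells gave 1538 ± 72.6, a gain of 4.12. Groups did not overlap in any of the 5 comparisons (all 3 libraries against all 3). The replicate-block p was 0.25 in each, the smallest for 3 pairs, with pairing correlations of -0.51, -0.55, 0.08, 0.60 and -0.96 in the order given. Within runs the changes were -4.10 (range -4.36 to -3.84) for D1 +Ku70, -4.86 (range -6.37 to -2.96) for D2 +Ku70 and 4.12 (range 3.74 to 4.84) for +Lig4, and neither D1 nor D2 shared a run with Lig4-/-.

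RAG-initiated joining of Jk1 to Vk segments was compared across the same genotypes. WT libraries had 30370.1 ± 1906 (A) and 49445 ± 1333 (B) junctions per 100000 reads. Ku70-/- libraries had 3018 ± 1042 (A1) and 9499.8 ± 981 (B1), a log2 change of -2.89 (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.96), which weakened to -1.0 (exact permutation p = 0.085) over distinct junctions. Lig4-/- libraries had 29.1 ± 13.1 (A1) and 9.17 ± 0.833 (B1), a change of -11.24 (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.68). Lig4-/-Ku70-/- libraries had 1889 ± 707 (A1_1) and 1552 ± 367 (C1), against 5.75 ± 5.85 in Lig4-/- clone C, where 1 library held only 3 junctions. Their gain over Lig4-/- was 7.35 (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.35). Adding Ku70 back changed abundance by -4.53 (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.78) and adding Lig4 back by 9.45 (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.55). In all 5 comparisons the groups did not overlap in either lineage. Same-run differences were -3.13 (range -3.20 to -3.06) and -2.38 (range -2.54 to -2.29) for Ku70-/- in lineages A and B, -9.96 (range -10.44 to -9.48) and -12.39 (range -12.49 to -12.30) for Lig4-/-. They were 6.01 (range 5.72 to 6.51) and 9.0 (range 7.28 to 10.71) for Lig4-/-Ku70-/- in lineages A and C, and -5.65 (range -6.11 to -5.33) and -3.41 (range -3.62 to -3.26) for +Ku70. The +Lig4 libraries shared no run with Lig4-/- libraries.

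Joint structure was compared next. At the Cas9 break, junctions with at least 2 bp of microhomology made up 0.860% ± 0.0517 (A) and 4.93% ± 0.385 (B) of WT junctions. They made up 37.1% ± 3.32 (A1) and 36.8% ± 1.20 (B1) of Ku70-/- junctions, and 61.7% ± 2.52 (A1) and 51.1% ± 3.34 (B1) of Lig4-/- junctions. The gain over WT was 34.1 percentage points for Ku70-/- (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.32) and 53.5 for Lig4-/- (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.48), in all 6 libraries of each. Of the alternatives, leaving out interchromosomal junctions with at least 8 bp of microhomology moved the Lig4-/- gain to 34.5 and keeping only junctions on chromosome 15 moved it to 40.9, both with exact permutation p = 0.005. These were chosen after the data were seen. Same-run gains were 31.9 (range 31.0 to 32.9) for Ku70-/- in lineage B, and 60.8 (range 58.0 to 63) and 46.2 (range 43.4 to 49.6) for Lig4-/- in lineages A and B. In lineage A 1 Ku70-/- library shared a run with a WT library of another set, and the gain was 37.9 points. Over all sets of lineage A the same-run Lig4-/- gain was 53.4 (range 25.7 to 63), lowest for a Lig4-/- library with a share of 27%. In the LAM-HTGTS lists of the same lineage A libraries the Ku70-/- difference was -0.198 points (exact permutation p = 0.9), so the Ku70-/- gain of that lineage did not hold there, and the Lig4-/- gain was 56.4.

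**Figure D2:**
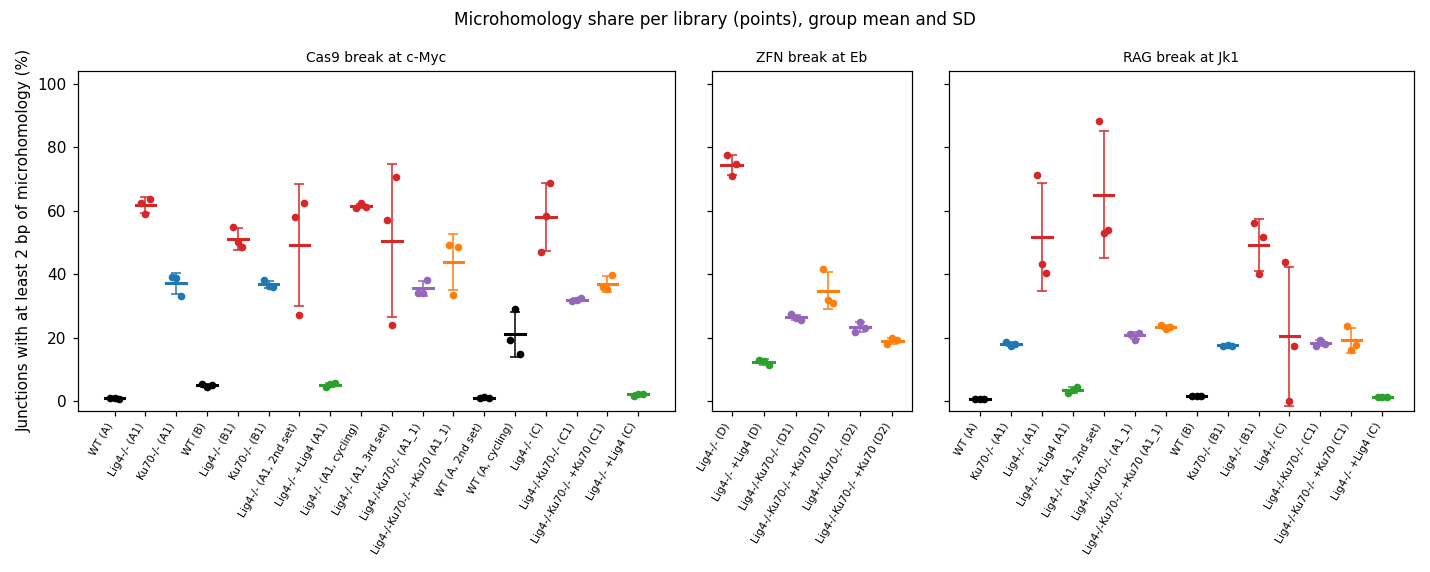
Percent of junctions with at least 2 bp of microhomology for each library (points) by genotype and clone, with the group mean (line) and SD (bar), in panels for Cas9, ZFN and RAG breaks. Arrested WT groups average 0.779 to 4.93%, and Ku70-/- groups 17.6 to 37.1%.

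In Lig4-/-Ku70-/- cells the microhomology share was 35.5% ± 2.25 (A1_1) and 32% ± 0.379 (C1), against 50.5% ± 24.1 (A1) and 58.1% ± 10.8 (C) in Lig4-/-, a difference of -20.6 points (exact permutation p = 0.02, adjusted 0.0339, replicate-block p = 0.0625, pairing correlation 0.72) with overlap of the groups in lineage A, where replicate 2 of Lig4-/- lay lowest. Without interchromosomal junctions of at least 8 bp of microhomology it was -10.4 (exact permutation p = 0.2), with only chromosome 15 junctions -9.78 (exact permutation p = 0.255), and with a 1 bp minimum -1.98 (exact permutation p = 0.86). The difference did not hold under the replicate block or these alternatives. Adding Ku70 back gave 43.7% ± 8.79 and 37.0% ± 2.49, a change of 6.62 points (exact permutation p = 0.05, adjusted 0.0824, replicate-block p = 0.0625, pairing correlation 0.48) that failed the correction. Adding Lig4 back gave 5.16% ± 0.658 and 2.15% ± 0.372, a change of -50.6 points (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.18), lower in all 6 libraries. Within runs the differences were -15.0 (range -32.6 to 10.4) for Lig4-/-Ku70-/- in lineage A, and 8.22 (range -0.639 to 14.9) and 5.02 (range 3.31 to 7.49) for +Ku70 in lineages A and C. Within runs shared with another Lig4-/- clone A1 set, the lineage A +Lig4 difference was -56.9 (range -58.1 to -53.5). The lineage C comparisons of Lig4-/-Ku70-/- and +Lig4 with Lig4-/- shared no run.

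Cycling WT libraries had a microhomology share of 21.0% ± 7.21 against 1.03% ± 0.255 in arrested WT, a gain of 20.0 points (exact permutation p = 0.1, adjusted 0.117, replicate-block p = 0.25, pairing correlation 1.0) in all 3 libraries. Cycling Lig4-/- libraries had 61.5% ± 0.753 against 49.2% ± 19.3, a difference of 12.3 points within the replicate spread (exact permutation p = 0.4, adjusted 0.431, replicate-block p = 0.5, pairing correlation -0.95) that turned to -14.6 over distinct junctions. The arrested Lig4-/- replicates 1 to 3 had 58.1%, 27% and 62.4%, so this difference rests largely on replicate 2. At the ZFN break the share was 74.4% ± 3.26 in Lig4-/-, 26.4% ± 0.847 in Lig4-/-Ku70-/- D1 (difference -48.0 points, exact permutation p = 0.1, adjusted 0.117, replicate-block p = 0.25, pairing correlation 0.55). It was 34.8% ± 5.86 after adding Ku70 back to D1 (difference 8.31 points, exact permutation p = 0.1, adjusted 0.117, replicate-block p = 0.25, pairing correlation 0.94). It was 12.3% ± 0.883 after adding Lig4 to Lig4-/- (difference -62.1 points, exact permutation p = 0.1, adjusted 0.117, replicate-block p = 0.25, pairing correlation 0.28). The D1 +Ku70 gain was -0.990 with a 1 bp minimum. In each of the 3 ZFN comparisons the groups did not overlap, and no p below 0.1 was possible. Clone D2 went the other way. Its share was 23.3% ± 1.56 without and 19.1% ± 0.925 with Ku70 added back, lower in all 3 libraries without overlap (difference -4.20 points, exact permutation p = 0.1, replicate-block p = 0.25, pairing correlation 0.94). The difference of the +Ku70 effects between D1 and D2 was 12.5 points (exact permutation p = 0.005, the smallest possible, replicate-block p = 0.0312). It was 0.296 when only junctions on chromosome 6 were kept (exact permutation p = 0.97), with gains of 13 in D1 and 12.7 in D2, and 6.23 over distinct junctions (exact permutation p = 0.21). The p-values of this difference take both effects as absent and do not test whether the clones differ. Both D2 tests were added after the data were seen and lie outside the adjusted family. Same-run differences were 8.31 (range 5.33 to 14.2) for D1 +Ku70, -4.20 (range -5.08 to -3.68) for D2 +Ku70 and -62.1 (range -64.5 to -58.6) for +Lig4. The D1 comparison with Lig4-/- and the cycling WT comparison shared no run. The cycling Lig4-/- library that shared a run with arrested libraries of another set differed from them by 20.8 (range 4.24 to 37.4) points.

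In RAG libraries the microhomology share was 0.779% ± 0.0459 (A) and 1.74% ± 0.0178 (B) in WT, 18.0% ± 0.514 (A1) and 17.6% ± 0.221 (B1) in Ku70-/-, and 51.7% ± 17.1 (A1) and 49.2% ± 8.28 (B1) in Lig4-/-. The Ku70-/- gain was 16.5 points (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.51) and the Lig4-/- gain 49.2 points (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation -0.20), in all 6 libraries of each. Same-run gains were 17.0 (range 16.8 to 17.2) and 15.8 (range 15.7 to 16.1) for Ku70-/- in lineages A and B, and 41.1 (range 39.7 to 42.5) and 47.5 (range 38.2 to 54.3) for Lig4-/-. Each Lig4-/- library here rested on 35 to 74 (A1) or 50 to 60 (B1) junctions. The second Lig4-/- clone A1 set had shares of 88.2%, 53.1% and 53.8% on 17, 32 and 65 junctions. Lig4-/- clone C, which has no WT of its lineage, had lower shares of 43.75%, 0% and 17.4% on 16, 3 and 46 junctions.

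Junctions with inserted bases, a share added after the data were seen, made up 91.3% ± 0.353 (A) and 70.4% ± 1.76 (B) of WT Cas9 junctions and 4.70% ± 0.0342 (A1) and 5.48% ± 0.450 (B1) of Ku70-/- junctions, a change of -75.7 points (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation -0.90). In RAG libraries the shares were 61.9% ± 0.437 and 42.9% ± 0.141 in WT and 1.35% ± 0.423 and 1.92% ± 0.141 in Ku70-/-, a change of -50.8 points (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.71). Adding Lig4 back to Lig4-/- cells raised the share at the Cas9 break by 52.8 points (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.14) to 69.9% ± 2.52 (A1) and 85.8% ± 1.97 (C). All 6 libraries showed the direction in each. The change in lineage B was -64.9 (range -67.0 to -62.7) within the Cas9 run and -41.0 (range -41.2 to -40.8) within the RAG run, and -60.5 (range -60.7 to -60.3) within RAG runs of lineage A. With other sets of the same clones on shared runs, the lineage A values at the Cas9 break were -80.8 for Ku70-/- (1 pair of libraries) and 45.3 (range 42.1 to 53.8) for +Lig4. The +Lig4 comparison of lineage C shared no run. In the LAM-HTGTS lists the lineage A Ku70-/- change was -23.8.

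The interchromosomal share at the Cas9 break was 1.73% ± 0.573 (A) and 4.46% ± 0.351 (B) in WT, 6.59% ± 4.62 (A1) and 9.61% ± 0.821 (B1) in Ku70-/-, and 62.7% ± 1.77 (A1) and 63.1% ± 11 (B1) in Lig4-/-. It rose by 5.0 points in Ku70-/- (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation -0.27) and by 59.8 points in Lig4-/- (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation -0.31), in all 6 libraries of each. Over distinct junctions the Ku70-/- difference was -12.3 points (exact permutation p = 0.02), which moved it most among the alternatives run on both lineages. In the LAM-HTGTS lists of the same lineage A libraries neither rise held: the difference from WT was -35.2 points for Ku70-/- (exact permutation p = 0.1) and -2.54 for Lig4-/- (exact permutation p = 0.4). Same-run differences were 5.14 (range 4.42 to 6.23) for Ku70-/- in lineage B and 60.9 (range 59.4 to 62.2) and 58.6 (range 47.4 to 69.9) for Lig4-/- in lineages A and B. In lineage A the Ku70-/- library that shared a run with a WT library of another set differed by 2.79, and over all sets the same-run Lig4-/- difference was 51.8 (range 39.7 to 62.2). In number per raw read, interchromosomal junctions changed by 1.08 on the log2 scale in Ku70-/- (exact permutation p = 0.01, adjusted 0.0187, replicate-block p = 0.0312, pairing correlation 0.55) and by -3.52 in Lig4-/- (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.69), so the larger Lig4-/- share came with fewer such junctions. All 6 Lig4-/- libraries lay below WT, whereas the Ku70-/- and WT libraries overlapped in lineage B. The same-run log2 changes were 1.26 (range 0.90 to 1.70) for Ku70-/- in lineage B and -2.86 (range -3.14 to -2.50) and -4.18 (range -4.65 to -3.82) for Lig4-/-. With other sets the lineage A values were 1.30 for Ku70-/- (1 pair of libraries) and -2.58 (range -3.17 to -2.11) for Lig4-/-.

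Limits apply to Lig4-/- libraries. In 7 of 18 arrested Lig4-/- Cas9 and ZFN libraries, whose runs also held other groups lacking Ku70 or ligase IV, local junctions cannot be told apart from reads carried over within a run. In 8 sequenced beside only WT or +Lig4 libraries, such reads made up at most 23.2% of them by the share with prey at the break. Another 3 shared no run with another group cut at the same locus. Interchromosomal junctions with at least 8 bp of microhomology occurred at 10.2 ± 0.771 (A) and 5.22 ± 1.77 (B) per 100000 reads in WT and 11.7 ± 1.72 (A1) and 6.17 ± 0.726 (B1) in Lig4-/- libraries, and at 3.97 to 13.2 across all 18 Cas9 groups. They made up 55.8% (A1) and 42.0% (B1) of interchromosomal junctions in Lig4-/- and 6.54% (A) and 1.87% (B) in WT. The rate differed 2.56-fold between the 2 arrested sets of WT clone A (3.97 ± 2.33 in the second) and 1.91-fold between the 3 sets of Lig4-/- clone A1. Over all 6 pairs of these sets the Lig4-/- to WT ratio ran from 0.601 to 2.94, and it was 1.15 and 1.54 for the 2 pairs of sets that shared runs. Part of the Lig4-/- interchromosomal and microhomology shares therefore cannot be told apart from a background that does not depend on genotype. Without them the Lig4-/- interchromosomal gain was 43.4 points (exact permutation p = 0.005).

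Lig4-/-Ku70-/- libraries had an interchromosomal share of 8.48% ± 4.25 (A1_1) and 6.82% ± 0.509 (C1), against 40.4% ± 32.5 (A1) and 30.3% ± 20.2 (C) in Lig4-/-, a change of -27.7 points (exact permutation p = 0.01, adjusted 0.0187, replicate-block p = 0.0312, pairing correlation 0.78) with overlap of the groups in lineage A. It weakened to -15.6 without the long-microhomology junctions (exact permutation p = 0.05) and to -9.40 over distinct junctions (exact permutation p = 0.375). The number per raw read rose by 4.94 on the log2 scale (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.66) in all 6 libraries. Adding Ku70 back changed the share by 11.9 points (exact permutation p = 0.015, adjusted 0.0271, replicate-block p = 0.0312, pairing correlation 0.86), by 20.9 in lineage A and 2.89 in lineage C where the groups overlapped, and by -3.40 over distinct junctions. The number per 100000 raw reads went the other way, from 449 to 27.7 (A1_1) and from 1073 to 73.8 (C1). Adding Lig4 back changed the share by -31.0 points (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.22), and by -18.9 without the long-microhomology junctions (exact permutation p = 0.02) and -3.85 over distinct junctions (exact permutation p = 0.7). Here too the number went the other way, from 22.0 to 341 (A1) and from 19.4 to 403 (C). Same-run values were -32.0 (range -61.0 to -3.34) points and, for the number, 4.07 (range 3.34 to 4.87) on the log2 scale for Lig4-/-Ku70-/- in lineage A, and 20.9 (range 12.4 to 27.6) and 2.89 (range 0.619 to 4.54) points for +Ku70. Within runs shared with another Lig4-/- clone A1 set, the lineage A +Lig4 change was -55.7 (range -57.9 to -53.5) points. The lineage C comparisons of Lig4-/-Ku70-/- and +Lig4 with Lig4-/- shared no run.

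In cycling cells the interchromosomal share was 1.35% ± 0.0784 in WT against 0.952% ± 0.110 when arrested, a difference of 0.396 points (exact permutation p = 0.1, adjusted 0.117, replicate-block p = 0.25, pairing correlation -0.39) that became -12.1 over distinct junctions. In Lig4-/- it was 2.60% ± 0.232 against 46.9% ± 6.83, a difference of -44.3 points (exact permutation p = 0.1, adjusted 0.117, replicate-block p = 0.25, pairing correlation 0.09). The groups did not overlap in either, and they shared no run. Per 100000 raw reads, interchromosomal junctions were 93.7 in cycling and 13.1 in arrested Lig4-/- libraries, so the lower share came with more such junctions. In WT they were 59.2 in cycling and 75.6 in arrested libraries. With another arrested set, the cycling Lig4-/- library on a shared run differed by -20.7 (range -34.5 to -7.01) points. At the ZFN break the interchromosomal share was 2.78% ± 2.19 in Lig4-/- and 1.84% ± 0.101 in Lig4-/-Ku70-/- D1, a difference of -0.932 points within the spread (exact permutation p = 1, adjusted 1, replicate-block p = 1, pairing correlation -1.0) between groups that shared no run. It changed by 19.6 points (exact permutation p = 0.1, adjusted 0.117, replicate-block p = 0.25, pairing correlation 1.0) when Ku70 was added back to D1 and by -2.38 points (exact permutation p = 0.1, adjusted 0.117, replicate-block p = 0.25, pairing correlation 0.93) when Lig4 was added to Lig4-/- cells, without overlap of the groups and with same-run values of 19.6 (range 16.3 to 21.6) and -2.38 (range -4.88 to -1.11). The smallest p for these 5 comparisons was 0.1. Per 100000 raw reads, D1 libraries had 49.7 to 54.8 interchromosomal junctions without and 32.8 to 37.8 with Ku70 added back, so the larger share came with fewer. The share of the D2 +Ku70 group, 67.7% ± 10.8, was not tested, and its interchromosomal junctions per raw read were no more than those of same-numbered D2 libraries without added Ku70. Replicate 1 of both D2 groups, alone on its run, had 11 (+Ku70) and 6.56 times the interchromosomal junctions per read of the mean of replicates 2 and 3.

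The prey end lay at the break in WT Cas9 libraries (median distance 0 bp in all 6), at 28.7 ± 8.14 bp (A1) and 78.7 ± 1.15 bp (B1) in Ku70-/-, and at 31.5 ± 6.06 bp (A1) and 71.5 ± 19.5 bp (B1) in Lig4-/-. On the log10 scale the gain was 1.68 for Ku70-/- (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312) and 1.68 for Lig4-/- (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312), in all 6 libraries of each, and no pairing correlation exists because the WT values do not vary. The same-run gains were 1.90 (range 1.90 to 1.91) for Ku70-/- in lineage B and 1.51 (range 1.41 to 1.56) and 1.85 (range 1.78 to 1.98) for Lig4-/-. The other differences were 0.374 for Lig4-/-Ku70-/- against Lig4-/- (exact permutation p = 0.38, adjusted 0.417, replicate-block p = 0.281, pairing correlation 0.46) and 0.0101 for +Ku70 (exact permutation p = 0.86, adjusted 0.909, replicate-block p = 0.688, pairing correlation 0.63). Median distances of Lig4-/- replicates 1 to 3 were 26, 0 and 25 bp (A1) and 2, 25 and 24 bp (C). The value of 0.374 thus rests largely on replicate 2 in A1 and replicate 1 in C. The difference was -1.02 for +Lig4 (exact permutation p = 0.02, adjusted 0.0339, replicate-block p = 0.0625). For cell cycle status it was 0.159 for cycling WT (exact permutation p = 1, adjusted 1, replicate-block p = 1) and 0.0487 for cycling Lig4-/- (exact permutation p = 0.9, adjusted 0.933, replicate-block p = 0.75, pairing correlation -0.06). Of these only the +Lig4 change passed an adjusted p of 0.05, without passing under the replicate block. Its median distance was 0 bp in all 6 +Lig4 libraries, and the lineage A difference was -1.48 (range -1.56 to -1.41) within runs shared with another Lig4-/- set. Same-run values were 0.423 (range -0.0889 to 1.34) for Lig4-/-Ku70-/- in lineage A and 0.0201 (range -0.0202 to 0.0726) and 0 (range -0.0164 to 0.0164) for +Ku70. Other sets on shared runs gave 1.41 for Ku70-/- in lineage A (1 pair of libraries) and 0.665 (range -0.0512 to 1.38) for cycling Lig4-/-. The lineage C comparisons of Lig4-/-Ku70-/- and +Lig4 and the cycling WT comparison shared no run. In the LAM-HTGTS lists the lineage A gains were 0.271 for Ku70-/- (exact permutation p = 0.2) and 0.365 for Lig4-/- (exact permutation p = 0.1). The percent of junctions over 100 bp from the break reversed the Lig4-/-Ku70-/- difference to -6.47 points.

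Vk segments lie in either orientation, so they join Jk1 by deletion or by inversion. The deletional share, added after the data were seen, was 35.8% ± 5.49 (A) and 40.6% ± 0.183 (B) in WT and 53.9% ± 0.514 (A1) and 52.9% ± 0.387 (B1) in Ku70-/-, a difference of 15.2 points (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation 0.21). Junctions in the orientation opposite to that usual for their segment in WT made up 0.289% ± 0.0765 and 0.288% ± 0.00889 in WT, from which the usual orientation was itself defined, and 30.3% ± 5.59 and 29.9% ± 0.545 in Ku70-/-, a difference of 29.8 points (exact permutation p = 0.005, adjusted 0.0104, replicate-block p = 0.0312, pairing correlation -0.71). Among junctions in the usual orientation the deletional difference was 3.79 points. All 6 Ku70-/- libraries lay above the WT libraries of their lineage in both measures. Same-run differences in lineages A and B were 15.2 (range 13.7 to 16.6) and 12.2 (range 11.8 to 12.8) for the deletional share and 27.0 (range 25.0 to 29.0) and 29.6 (range 29.1 to 30.2) for the opposite orientation. The opposite-orientation share was 36.3% ± 3.90 (A1_1) and 30.9% ± 2.69 (C1) in Lig4-/-Ku70-/-, 37.0% ± 10.4 and 35.4% ± 4.62 after adding Ku70 back, and 2.88% ± 0.934 (A1) and 0.333% ± 0.0255 (C) in Lig4-/- with Lig4 added. In Lig4-/- libraries, where Ku70 was not knocked out per the labels, it was 57.9% ± 32 and 48.3% ± 27.6 in the 2 sets of clone A1, 28.5% ± 1.34 in B1 and 9.52% ± 16.5 in C. These rested on 146, 113, 158 and 63 junctions in all and were not tested.

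**Figure D3:**
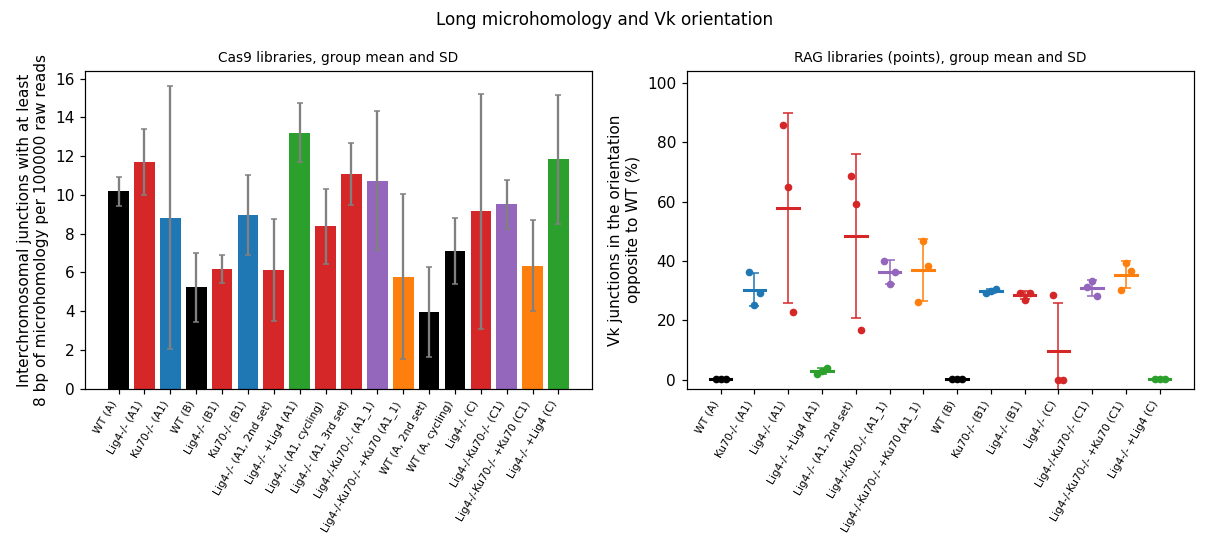
Left, interchromosomal junctions with at least 8 bp of microhomology per 100000 raw reads in the 18 Cas9 groups (bars, mean; whiskers, SD), with means from 3.97 to 13.2. Right, percent of Vk junctions in the orientation opposite to WT for each RAG library (points) with group mean (line) and SD (bar, truncated by the axis at the low end), 0.289% and 0.288% in WT and 30.3% and 29.9% in Ku70-/- groups.

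Usage of single Vk segments in Ku70-/- and WT RAG libraries was compared for 124 segments. With limma and Benjamini-Hochberg adjustment, 36 passed an adjusted p of 0.05, 16 higher and 20 lower in Ku70-/-, of which 35 had the same sign in both lineages. A fit over both lineages favours segments that change alike in them, so this count is not a separate check. Across all 124 segments the changes in the 2 lineages had a Pearson correlation of only 0.24. With the replicate number as a block 24 passed (12 higher, 12 lower), all among the first set, where the pairing correlation of the deletional share was 0.21. Over distinct junctions 69 passed, 18 higher and 51 lower, 27 of them shared with the first set, and without replicate 3 only 6 passed. These moved the count most. The largest rises were Igkv8-16 (log2 change 1.88, SE 0.33, limma adjusted p 0.00244), Igkv8-23-1 (1.85, SE 0.22, limma adjusted p 2.0e-04) and Igkv9-124 (1.60, SE 0.12, limma adjusted p 3.0e-06), all 3 in inversional orientation in WT. The largest falls were Igkv3-7 (-4.18, SE 1.20, limma adjusted p 0.0222), Igkv3-4 (-3.83, SE 0.84, limma adjusted p 0.00705) and Igkv3-5 (-2.80, SE 0.84, limma adjusted p 0.0272). These falls came mostly from clone B1, in which the 3 segments had 2, 1 and 0 junctions: the lineage A changes were -0.16, -1.10 and -0.03 and the lineage B changes -8.20, -6.56 and -5.57. Igkv segments of one family resemble each other, so counts of single segments are uncertain where the authors' alignment could split reads between them. In lineage B the groups shared a run, and in lineage A 2 same-numbered pairs did; usage was not refitted within runs.

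The 1 Mb bins with the most interchromosomal prey over all 54 Cas9 libraries were on chromosome 6, from 70000001 to 71000000 (5278 of 43287 junctions), from 68000001 to 69000000 (1879) and from 69000001 to 70000000 (1564), which hold Igk segments by RefSeq names of GRCm38.p6. Junctions in these bins came from 41, 33 and 32 of the libraries. For the ZFN they lay on chromosome 8 from 126000001 to 127000000 (4.61% of 5294 junctions, 58.2% of them at position 126056085, between genes and nearest Gm46072), on chromosome 14 from 74000001 to 75000000 (2.04%, most frequent position in Lrch1) and on chromosome 4 from 137000001 to 138000000 (1.51%, nearest Wnt4). These are sums over libraries and were not tested between groups.

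For 9 Cas9 libraries of lineage A the authors' 3 pipelines can be set side by side. JoinT-seq listed 36504 ± 7633 junctions in WT, 20768 ± 7199 in Ku70-/- and 132 ± 11.9 in Lig4-/-. LAM-HTGTS listed 776 ± 191, 4374 ± 361 and 108 ± 10.4, and HTGTS-Rep-Rejoin 13747 ± 3143, 10853 ± 4434 and 115 ± 11. All LAM-HTGTS reads and, over the 9 libraries, 89.1 to 99.1% of HTGTS-Rep-Rejoin reads were also in the JoinT-seq lists, whereas on average 36.7% of WT, 47.9% of Ku70-/- and 85.9% of Lig4-/- JoinT-seq reads were in either of the other lists. Ku70-/- thus stood above WT in number by LAM-HTGTS and below it by the other 2 pipelines. By LAM-HTGTS the microhomology share was 16.3% ± 2.73 in WT, 16.1% ± 3.33 in Ku70-/- and 72.7% ± 2.59 in Lig4-/-, and the interchromosomal share was 82.7% ± 3.35, 47.5% ± 2.05 and 80.1% ± 2.08. By HTGTS-Rep-Rejoin the microhomology share was 1.69% ± 0.0400, 30.3% ± 0.910 and 68.9% ± 3.07, and the interchromosomal share was 4.49% ± 1.12, 15.7% ± 7.54 and 74.2% ± 2.37. The lineage A rises in microhomology in Ku70-/- and in interchromosomal share in Ku70-/- and Lig4-/- were therefore seen by JoinT-seq and HTGTS-Rep-Rejoin and not by LAM-HTGTS. Distinct junctions made up 99.6% of WT and 99.7% of Ku70-/- rows by LAM-HTGTS. Interchromosomal junctions per 100000 raw reads were 162 by LAM-HTGTS and 156 by JoinT-seq in WT, and 525 and 291 in Ku70-/-. Junctions within 100 kb of the break by LAM-HTGTS numbered 67.7 ± 25.9 in WT and 2166 ± 143 in Ku70-/-. The LAM-HTGTS lists of WT thus held few local junctions, and shares by LAM-HTGTS and JoinT-seq rest on unlike sets of junctions. Exact permutation tests of 3 against 3 libraries cannot go below p = 0.1, and lineage B was not analysed by the other pipelines here.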

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

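The tests below were all chosen after the result was seen. The cycling effect on junction abundance differed between genotypes: 7.03 on the log2 scale in Lig4-/- clone A1 against -0.78 in WT clone A, a difference of 7.81 (two-sided exact permutation p = 0.01, adjusted 0.0187, replicate-block p = 0.0312). It was picked out because the difference between the 2 genotypes was itself computed. Its p-values take both effects as absent, so they do not test whether the genotypes differ. A difference between runs was weighed in 2 ways. Built from Lig4-/- and WT libraries of the same runs, in which a shift common to a run cancels, the difference of effects was 7.78 on the log2 scale. On the run that held cycling and arrested Lig4-/- libraries, the cycling library was higher by at least 4.10, the lower value being against replicate 2 of the third Lig4-/- clone A1 set. Such a shift between runs therefore does not account for the pattern, although the WT effect itself could not be computed within a run and a run effect that differs by genotype was not tested. PCR copies do not account for all of it: over distinct junctions the difference was 4.25 on the log2 scale, where the exact permutation p was 0.1. A mislabelled sample was weighed with the microhomology share, which differed by 40.5 percentage points between cycling Lig4-/- and cycling WT libraries. A candidate biological explanation is that Lig4-/- cells may join Cas9 breaks by other means when cycling far more than in G1 arrest. It was found and tested on the same libraries and remains a hypothesis.

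The effect of adding Ku70 back on the microhomology share at the ZFN break differed between clones: 8.31 points in D1 against -4.20 in D2, a difference of 12.5 points (two-sided exact permutation p = 0.005, outside the adjusted family). It was picked out because the difference between the clones was itself computed. Its p-values take both effects as absent, so they do not test whether the clones differ. Same-numbered libraries with and without added Ku70 shared a run, and the lowest such difference in D1 lay 9.01 points above the highest in D2, so a shift common to a run does not account for it, although the clones were sequenced on different runs. Over distinct junctions the difference was 6.23 points (exact permutation p = 0.21), so the pattern cannot be told apart from PCR copies of a few junctions. On chromosome 6 only it was 0.296 points, which is consistent with the larger interchromosomal share of D2 +Ku70 (67.7% ± 10.8) as its source. The D2 +Ku70 libraries held 161 to 2202 junctions, and no biological explanation was tested.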

How the results depend on the processing

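Across 77 results and 460 alternatives, 25 weakened, 4 strengthened, 21 reversed, 4 counts moved by more than 1.5 times, and 17 lineage A values from other pipelines moved by more than the replicate SD. The others kept their direction and, where the test could pass it, their side of the threshold, or for counts stayed within 1.5 times. Weakened and strengthened refer to the side of the threshold and not to the size of the effect. In all, 41 results had none of these changes under the alternatives run. Leaving out interchromosomal junctions with at least 8 bp of microhomology, keeping only junctions on the chromosome of the break and using the lists of other pipelines were chosen after the data were seen, as were the microhomology results of ZFN clone D2. Of the other changes, 12 were weaker results of the 6 named Vk segments.

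Counting each distinct junction once changed the most results. It reversed the abundance differences of Ku70-/- against WT (1.51 log2) and cycling against arrested WT (0.89). It reversed the interchromosomal differences of Ku70-/- against WT (-12.3 points), +Ku70 (-3.40), cycling WT (-12.1) and ZFN D1 against Lig4-/- (4.20). It also reversed the microhomology difference of cycling Lig4-/- (-14.6 points) and the resection change with +Ku70 (-0.182 log10). It weakened the RAG Ku70-/- abundance change (-1.0), the interchromosomal changes of Lig4-/-Ku70-/- (-9.40) and +Lig4 (-3.85), and the difference of cycling effects (4.25). It strengthened the microhomology gain with +Ku70 (18.8) and the resection difference of Lig4-/-Ku70-/- (0.420), and it raised the Vk count from 36 to 69 segments. The mean share of distinct rows differed between the Cas9 groups, from 4.42% in the second arrested WT clone A set to 97.0% in the first Lig4-/- clone A1 set, which bears on each of these; whether repeated rows are PCR copies or recurrent joins was not tested.

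The ZFN D1 interchromosomal difference was 4.04 points when junctions over 1 Mb away were included, and ran from -1.60 to 0.393 across the 3 fits that each left out one replicate. The resection difference of cycling Lig4-/- ran from -0.0775 to 0.178 across such fits. A 1 bp microhomology minimum reversed the ZFN D1 +Ku70 gain (-0.990 points) and weakened Lig4-/-Ku70-/- against Lig4-/- (-1.98). It shrank the Cas9 +Ku70 change from 6.62 to 3.36 points, a result counted as stronger only by its side of the threshold. Leaving out junctions with insertions strengthened that change (8.41). The percent over 100 bp from the break reversed the resection difference of Lig4-/-Ku70-/- (-6.47 points). The replicate block weakened the microhomology difference of Lig4-/-Ku70-/- (-20.6 points, exact p = 0.0625) and the resection change with +Lig4 (-1.02 log10, exact p = 0.0625). For the D2 +Ku70 microhomology change, distinct junctions (0.902 points), junctions without insertions (23.7) and chromosome 6 only (12.7) each reversed the direction. Leaving out insertions also reversed its difference from D1 (-6.91), which weakened over distinct junctions (6.23) and on chromosome 6 only (0.296). With a 1 bp minimum that difference grew from 12.5 to 21.5 points, but its exact permutation p rose to 0.065. The cause was not tested in these cases, except that on chromosome 6 both clones gained.

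The LAM-HTGTS lists of the lineage A libraries reversed the Ku70-/- differences from WT in abundance (2.52 log2), microhomology (-0.198 points) and interchromosomal share (-35.2) and the Lig4-/- difference in interchromosomal share (-2.54). They changed Ku70-/- against WT to 1.72 log2 in interchromosomal number, 0.271 log10 in resection and -23.8 points in insertions. They changed Lig4-/- against WT to -2.81 log2 in abundance, 56.4 points in microhomology and 0.365 log10 in resection, and Ku70-/- against Lig4-/- to 5.33 log2 in abundance. The HTGTS-Rep-Rejoin lists reversed none of these. They gave -0.40, -6.87 and 6.47 log2 for the abundance differences of Ku70-/- and Lig4-/- from WT and of Ku70-/- from Lig4-/-, 28.6 and 67.2 points for microhomology and 11.2 and 69.7 for the interchromosomal share in Ku70-/- and Lig4-/-, and 1.32 log2, 1.35 log10 and -85.4 points for Ku70-/- in interchromosomal number, resection and insertions. In the LAM-HTGTS lists of WT only 8.66% of junctions lay within 100 kb of the break, so they hold another set of junctions. Why the pipelines differ was not tested.

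Without interchromosomal junctions of at least 8 bp of microhomology, Lig4-/-Ku70-/- against Lig4-/- weakened for the microhomology share (-10.4 points) and the interchromosomal share (-15.6), and the microhomology difference was -9.78 on chromosome 15 only. Vk usage gave 6 to 21 segments across the 3 fits that each left out one replicate and 24 with the replicate block. Exact tests with one replicate left out cannot give a p below 0.0556 over 2 lineages or 0.333 in 1 lineage, nor the block test below 0.25 in 1 lineage, so these fits show only the direction there. The few junctions of G1-arrested Lig4-/- libraries limit every share computed from them, most of all in RAG clone C.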

Other observations

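The tests below were chosen only after the result was seen, except those of long-microhomology chimeras, of interchromosomal reads carried into Lig4-/- libraries and of other splits of the Vk libraries. Ratios over all sets of the long-microhomology junctions were also added after.

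Interchromosomal junctions with at least 8 bp of microhomology made up 55.8% (A1) and 42.0% (B1) of interchromosomal junctions in Lig4-/- Cas9 libraries, yet per raw read they were 1.16 times as frequent in Lig4-/- as in WT (geometric mean of 1.15 in lineage A and 1.18 in lineage B). This rests on the sets compared. Over all 6 pairs of arrested Lig4-/- clone A1 and WT clone A sets the ratio ran from 0.601 to 2.94, with 4 within 2-fold, and it was 1.54 for the second pair of sets that shared a run. WT clone A alone differed 2.56-fold between its 2 sets, so a dependence on genotype of that size would not be seen. The long-microhomology translocations of Lig4-/- libraries cannot be told apart from chimeras formed during library preparation, and whether any one junction is a chimera was not tested.

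Reads carried over between libraries of a run were tested for the few junctions left in Lig4-/- libraries: 4 of 965 distinct interchromosomal fragments, or 0.415% (95% Wilson interval 0.161 to 1.06%), occurred in another group on the run, below the 10% set in advance. This bears only on interchromosomal junctions. For local junctions, the share with prey at the break (a distance of 0) bounded the part that reads of any other group on the run could supply, taking the far end of the Lig4-/- library's 95% Wilson interval. In the 8 libraries whose runs held only WT or +Lig4 libraries (replicates 1 to 3 of the first clone A1 set, 1 and 3 of the second, and the 3 of clone D), the share was 1.24 to 6.52%, against 24.9 to 92.5% in the other groups, and carry-over could supply at most 9.71 to 23.2% of local junctions. In 7 libraries (replicate 2 of the second clone A1 set, the third clone A1 set and clone B1), whose runs held other groups lacking Ku70 or ligase IV, the bound was 95.9 to 100%, so their local junctions cannot be told apart from carry-over. The 3 libraries of clone C shared no run with another group cut at that locus. Replicate 2 of the third Lig4-/- clone A1 set had 411 junctions, against 86 and 82 in replicates 1 and 3, with a lower microhomology share (23.8%) and a median prey distance of 0 bp. Its local fragments were shared with libraries of its own run about as often as with libraries of other runs (188 against 186 of 316, a ratio of 1.01). Because local fragments recur in libraries of other runs, the ratio could not have reached the value of 2 that would point to carry-over, and the excess cannot be told apart from it.

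The D2 +Ku70 ZFN libraries had an interchromosomal share of 67.7% ± 10.8 (SD, n = 3), against 21.5% ± 3.04 in D1 +Ku70. Interchromosomal junctions per raw read were 0.691 times those of D2 without added Ku70 (mean of same-numbered ratios), so the high share came with fewer local junctions and not with more interchromosomal ones. In both D2 groups replicate 1, the only replicate on its run, had more interchromosomal junctions than the mean of replicates 2 and 3, by factors of 11 and 6.56, which is consistent with a difference between runs. No biological explanation was tested for either pattern.

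The number of Vk segments past the threshold was set against other splits of the 12 libraries. Of 32 splits that part all same-numbered pairs, 1 (the real one) gave as many segments, the next gave 9, and none of 68 other drawn splits gave as many (highest 11).

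The higher deletional share of Ku70-/- RAG libraries was weighed against several explanations. It was 17.8 points over distinct junctions and at least 11.8 points in every same-run pair, so PCR copies and runs do not account for it. Lig4-/- +Lig4 clone A1 libraries, which join less often than WT, had a deletional share of 31.9%, near WT, which goes against repeated joining in WT removing deletional joins. Among junctions in the usual orientation of their segment the difference was 3.79 points. Most of the shift may thus reflect joins in the opposite orientation.

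Those opposite-orientation junctions were 33.5 points more frequent in Ku70-/- than in WT over distinct junctions and 29.6 points in lineage B, where both groups shared a run. Of them 94.5% lay within 50 bp of the most frequent WT junction position of their segment, at a median offset of -16 bp and with 99.6% beyond that position. Junctions were assigned only within 100 bp of a segment, and reads placed on a similar segment could also lie near its junction position. Closeness therefore cannot decide whether reads were placed on a similar segment. The pattern may not be specific to loss of Ku70. Lig4-/- libraries also had high shares of 57.9% ± 32 and 48.3% ± 27.6 (A1) and 28.5% ± 1.34 (B1), on 146, 113 and 158 junctions. Their share was lower in C, at 9.52% ± 16.5 on 63 junctions. The A1 and B1 libraries shared runs with Ku70-/- RAG libraries, and carry-over was not tested for RAG libraries. One hypothesis is that, in cells lacking Ku70 or Lig4, the Jk1 end may more often join the other side of the Vk break, and the Lig4-/- part of it was not tested. Usual orientation was defined from the same WT libraries, so the low WT share is partly built in.

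Of the Ku70-/- clone B1 libraries, 4 junctions fell in 5 neighbouring segments (Igkv3-7, Igkv3-5, Igkv3-4, Igkv3-3 and Igkv3-2, singled out after their values were seen), against 11885 expected from the WT clone B share, so low depth is not the reason. The summed share in Ku70-/- clone A1 was 94.9% of that in WT clone A, which goes against an effect of the genotype, and other Igkv3 segments in B1 were at 103% of their WT clone B share, which goes against reads shared between similar segments. The difference of the effects between lineages was -11.29 on the log2 scale (two-sided exact permutation p = 0.07). That p takes both effects as absent and does not test whether they differ. A candidate explanation is that clone B1 may lack this stretch or have it already rearranged, which these lists cannot show.

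The higher microhomology share of Ku70-/- Cas9 libraries was weighed against a difference between runs. Between Ku70-/- and WT libraries of one run the gain was at least 30.7 points, over 1 pair in lineage A (37.9 points) and 9 pairs in lineage B, so a difference between runs does not account for it in these pairs. The gain depends on the pipeline, since it was -0.198 points in the LAM-HTGTS lists of lineage A, and no biological explanation was tested.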
